# Resistance to pentamidine is mediated by AdeAB, regulated by AdeRS, and influenced by growth conditions in *Acinetobacter baumannii* ATCC 17978

**DOI:** 10.1371/journal.pone.0197412

**Published:** 2018-05-11

**Authors:** Felise G. Adams, Uwe H. Stroeher, Karl A. Hassan, Shashikanth Marri, Melissa H. Brown

## Abstract

In recent years, effective treatment of infections caused by *Acinetobacter baumannii* has become challenging due to the ability of the bacterium to acquire or up-regulate antimicrobial resistance determinants. Two component signal transduction systems are known to regulate expression of virulence factors including multidrug efflux pumps. Here, we investigated the role of the AdeRS two component signal transduction system in regulating the AdeAB efflux system, determined whether AdeA and/or AdeB can individually confer antimicrobial resistance, and explored the interplay between pentamidine resistance and growth conditions in *A*. *baumannii* ATCC 17978. Results identified that deletion of *adeRS* affected resistance towards chlorhexidine and 4’,6-diamidino-2-phenylindole dihydrochloride, two previously defined AdeABC substrates, and also identified an 8-fold decrease in resistance to pentamidine. Examination of Δ*adeA*, Δ*adeB* and Δ*adeAB* cells augmented results seen for Δ*adeRS* and identified a set of dicationic AdeAB substrates. RNA-sequencing of Δ*adeRS* revealed transcription of 290 genes were ≥2-fold altered compared to the wildtype. Pentamidine shock significantly increased *adeA* expression in the wildtype, but decreased it in Δ*adeRS*, implying that AdeRS activates *adeAB* transcription in ATCC 17978. Investigation under multiple growth conditions, including the use of Biolog phenotypic microarrays, revealed resistance to pentamidine in ATCC 17978 and mutants could be altered by bioavailability of iron or utilization of different carbon sources. In conclusion, the results of this study provide evidence that AdeAB in ATCC 17978 can confer intrinsic resistance to a subset of dicationic compounds and in particular, resistance to pentamidine can be significantly altered depending on the growth conditions.

## Introduction

*Acinetobacter baumannii* causes a range of disease states including hospital-acquired pneumonia, blood stream, urinary, wound and bone infections, and is responsible for epidemic outbreaks of infection worldwide [1]. Such infections are often very difficult to treat due to the multidrug resistant (MDR) character of isolates displayed by this organism [2, 3]. In addition to the impressive propensity of the organism to acquire genetic elements carrying resistance determinants [2, 4, 5], up-regulation resulting in overproduction of resistance nodulation cell-division (RND) drug efflux systems through integration of insertion sequence elements or mutations in regulatory genes, has also been deemed a major contributor to the MDR phenotype [6–9]. The best studied RND efflux systems in *A*. *baumannii* include AdeABC [10], AdeFGH [11] and AdeIJK [12]. Of particular interest is the AdeABC system which affords resistance to diverse antibiotics, biocides and dyes [10, 13–15], and has gained attention due to its high incidence of over-expression across many MDR *A*. *baumannii* clinical isolates, primarily from incorporation of point mutations in the genes encoding its positive regulator, AdeRS [6, 8, 13, 16]. Typically RND pumps consist of three proteins that form a complex; the absence of any of these components renders the entire complex non-functional [17]. Interestingly, deletion of *adeC* in the *A*. *baumannii* strain BM4454 did not affect resistance towards two substrates of the pump suggesting that AdeAB can utilize an alternative outer membrane protein (OMP) to efflux antimicrobial compounds [13].

The genetic arrangement of the AdeABC system places *adeABC* in an operon that is divergently transcribed to the regulatory *adeRS* two component signal transduction system (TCSTS). Expression of *adeABC* occurs by binding of AdeR to a ten base-pair direct repeat motif found within the intercistronic region separating these operons [18, 19]. Many clinical *A*. *baumannii* isolates harbor different genetic arrangements of the *adeRS* and *adeABC* operons [20], and whether regulation via AdeRS is conserved in these strains is not completely understood.

With an increase in infections caused by MDR isolates across many bacterial species, including *A*. *baumannii*, understanding mechanisms of resistance and how resistance to and evasion of treatments has evolved over time has become a key research topic. Furthermore, determining the impact of expression of resistance determinants within the host environment and its effect on the efficacy of therapeutic treatments has gained attention. For example, when *Pseudomonas aeruginosa* is grown using L-glutamate as the sole carbon source, resistance to the related compounds polymyxin B and colistin increased ≥ 25- and 9-fold, respectively [21]. Other studies have shown that the bioavailability of cations such as iron can have a drastic effect towards the resistance of a number of antimicrobials across a range of pathogenic bacterial species [22]. Despite *A*. *baumannii* being recognized as a major human pathogen, these types of studies are limited for this organism.

This study aimed to determine the regulatory role of the AdeRS TCSTS in *A*. *baumannii* ATCC 17978, a clinical isolate which only encodes the *adeAB* subunits and identify whether AdeA and or AdeB alone can confer antimicrobial resistance in the ATCC 17978 background. Phenotypic characterization of a constructed panel of deletion strains identified that alterations to the *adeRS* and *adeAB* operons of ATCC 17978 reduced resistance to a subset of dicationic compounds, including pentamidine. As a recent study highlighted the effectiveness of pentamidine in combination therapy to treat infections caused by Gram-negative pathogens [23], we sought to further examine alternative mechanisms of pentamidine resistance in *A*. *baumannii*. The type of carbon source and availability of iron were identified as affecting pentamidine resistance, thereby revealing interconnectedness between metabolic and resistance strategies within this formidable pathogen.

## Materials and methods

### Bacterial strains, plasmids and growth conditions

*A*. *baumannii* ATCC 17978 [24] was obtained from the ATCC and is designated as wildtype (WT). Bacterial strains, plasmids and primers used in this study are summarized in S1 and S2 Tables, respectively. Bacterial strains were cultured using Luria-Bertani (LB) broth or LB agar plates, under aerobic conditions at 37°C, unless otherwise stated. Antibiotic concentrations used for selection were; ampicillin 100 mg/L, erythromycin (ERY) 25 mg/L, tetracycline 12 mg/L and gentamicin (GEN) 12.5 mg/L. All antimicrobial agents were purchased from Sigma with the exception of ampicillin which was purchased from AMRESCO.

M9 minimal medium agar plates were generated using a stock solution of 5 × M9 salts (200 mM Na_2_HPO_4_.7H_2_O, 110 mM KH_2_PO_4_, 43 mM NaCl and 93 mM NH_4_Cl) and subsequently diluted 1:5 and supplemented with 2 mM MgSO_4_, 0.1 mM CaCl_2_ and 0.4% (w/v) of various carbon sources on the day of use. M9 minimal medium was supplemented with 0.4% (w/v) of glucose, or succinic, fumaric, citric, α-ketoglutaric, pyruvic, glutamic or oxaloacetic acids. All carbon compounds were purchased from Sigma with the exception of citric and pyruvic acids which were purchased from Chem-Supply (Gillman, Australia). For solid media, J3 grade agar (Gelita, Australia) was used at a final concentration of 1%.

Iron-chelated and iron-rich conditions were achieved by the addition of dipyridyl (DIP) or FeSO_4_.7H_2_O (Scharlau) at final concentrations of 100 and 200 μM or 2.5 and 5 mM in Mueller-Hinton (MH) agar, respectively.

### Antimicrobial susceptibility testing

The resistance profiles of WT and derivative strains were determined via broth microdilution methods [25] which were performed in duplicate with a minimum of three biological replicates using bacteria cultured in MH broth. Growth was monitored at 600 nm (OD_600_) using a FLUOstar Omega spectrometer (BMG Labtech, Germany) after overnight incubation at 37°C.

For disk diffusion assays, strains were grown to mid-log phase in MH broth, diluted to OD_600_ = 0.1 in fresh MH broth and 100 μL plated onto MH agar plates on which antimicrobial loaded filter disks were overlaid. Alternatively, when assessing zones of clearing using M9 minimal medium agar, strains were washed three times in phosphate buffered saline (PBS) and diluted to OD_600_ = 0.1 in fresh PBS. Tested antimicrobials were pentamidine isethionate, chlorhexidine dihydrochloride and 4’,6-diamidino-2-phenylindole dihydrochloride (DAPI) at the final concentrations of 125, 2.5 and 1.6 μg, respectively. After overnight incubation, callipers were used to measure the diffusion distances which were determined as half of the inhibition zone diameter, less the length of the disk. At least three independent experiments in duplicate were undertaken. Statistical significance was determined using the Student's *t*-test (two-tailed, unpaired) and *P* values <0.0005 were considered significant.

For plate dilution assays, strains were grown to mid-log phase in MH broth, washed three times in PBS and diluted to OD_600_ = 0.1 in fresh PBS. Serial dilutions (10-fold) were prepared of which 5 μl was spotted onto M9 minimal or MH agar containing various concentrations of pentamidine (32, 64, 128, 256 and 512 mg/L) and growth assessed after overnight incubation at 37°C. To test the effect of growth of different carbon sources, M9 minimal media was supplemented with 0.4% (w/v) of succinic, fumaric, citric, α-ketoglutaric or oxaloacetic acids.

### Construction of *A*. *baumannii* ATCC 17978 deletion strains and genetic complementation

Two methods were adopted to generate specific gene deletions in *A*. *baumannii* ATCC 17978. The first method used to generate Δ*adeRS* utilized a *sacB*-based strategy [26], where genetic sequence flanking the region of interest and the ERY resistance cassette from pVA891 [27] were PCR amplified, purified and subsequently cloned into a modified pBluescript SK^+^ II vector that had the *Bam*HI site removed by end-filling, generating pBl_*adeRS*. Confirmed clones were re-cloned into *Xba*I-digested pEX18Tc [28]. The resulting pEX18Tc_*adeRS* vector was introduced into ATCC 17978 cells via electroporation, as previously described [29]. Transformants were selected on LB agar supplemented with ERY. Counter-selection was undertaken on M9 minimal agar containing ERY and 5% sucrose. The second method used to generate Δ*adeA*, Δ*adeB* and Δ*adeAB* strains utilized the RecET recombinase system with modifications [30]. Briefly, 400–600 bp of sequence flanking the gene(s) were used as templates in a nested overlap extension PCR with the ERY resistance cassette from pVA891 [27]. Approximately, 3.5–5 μg of the purified linear PCR product was electroporated into ATCC 17978 cells harboring the vector pAT04 and recovered as previously described [30]. Recombinants were selected on LB agar supplemented with ERY. All mutants generated in this study were confirmed by PCR amplification and Sanger sequencing. Primers utilized to generate mutant strains are listed in S2 Table.

For genetic complementation of mutant strains, WT copies of *adeRS* and *adeAB* were cloned into pWH1266 [31] where transcription was driven by the tetracycline promoter. Resulting plasmids denoted pWH::*adeRS* and pWH::*adeAB*, respectively were confirmed by Sanger sequencing. The GEN resistance cassette from pUCGM [32] was PCR amplified and cloned into *Bam*HI digested pWH::*adeAB* generating pWHgent::*adeAB* thus abrogating transcription from the pWH1266 tetracycline promoter. Plasmids were introduced into appropriate *A*. *baumannii* cells as previously described [33]. Primers used to generate complementation vectors are listed in S2 Table.

### Cell treatments and RNA isolation

RNA was isolated from WT and Δ*adeRS* cells and Hiseq RNA transcriptome analysis performed following methodologies as outlined previously [34].

For pentamidine stress assays, WT and Δ*adeRS* strains were grown overnight in MH broth, sub-cultured 1:100 in fresh medium and grown to OD_600_ = 0.6; they were subsequently split into two 10 mL cultures. One 10 mL sample was treated with 7.8 mg/L of pentamidine (0.5 × MIC for Δ*adeRS*), whilst the other remained untreated. Cultures were grown for an additional 30 min before total RNA was extracted as outlined previously [34].

### Bioinformatic analysis

Bioinformatic analysis of RNA-seq data was undertaken as described previously [34], with the modification that obtained reads were mapped to the recently re-sequenced *A*. *baumannii* ATCC 17978 genome (GenBank: CP012004). RNA-seq data have been deposited in the gene expression omnibus database, accession number GSE102711 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102711).

### Quantitative Real-Time PCR

Pentamidine stress and RNA-seq validation experiments were achieved using a two-step qRT-PCR method. RNA samples were first purified as previously described [34], subsequently DNaseI treated (Promega) and then converted to cDNA using an iScript^TM^ cDNA synthesis kit (Biorad), following the manufacturer’s instructions. The cDNA generated was used as a template for qRT-PCR using the SYBR^®^ Green JumpStart^™^ Taq readymix^™^ (Sigma) in a 20 μl final volume. Either a Rotor-Gene Q (Qiagen, Australia) or RG-3000 (Corbett Life Science, Australia) instrument was used for quantification of cDNA using the following protocol; 1 min at 95°C, followed by 40 cycles of 10 sec at 95°C, 15 sec at 57°C and 20 sec at 72°C. Melt curve analyses were undertaken to ensure only the desired amplicon was generated. Primers used (S2 Table) for amplification of cDNA transcripts were designed using NetPrimer (www.premiersoft.com). Transcriptional levels for RNA-seq validation experiments were corrected to *GAPDH* levels prior to normalization to the ATCC 17978 WT. For pentamidine stress experiments, transcriptional levels of *adeA* were corrected to 16S rDNA levels prior to being normalized to their respective untreated *A*. *baumannii* cultures. Transcriptional variations were calculated using the 2^-ΔΔ*CT*^ method [35]. Results for pentamidine stress experiments display the mean Log_2_ fold change (± SEM) of three biological replicates each undertaken in triplicate. Statistical analyses were performed by Student’s *t*-test, two-tailed, unpaired; ** = *P* <0.01 and *** = *P* <0.001.

### Phenotypic microarray analysis

*A*. *baumannii* Δ*adeRS* cells were cultured on LB agar overnight at 37°C. A suspension of cells was made from a single colony in Biolog IF-0 inoculation fluid (Biolog, Inc.) to 85% transmittance and was subsequently diluted 1:200 in Biolog IF-0 containing dye A (Biolog, Inc.) and 0, 8, 16, 32 or 64 mg/L pentamidine. One hundred μL of each dilution was added to each well of the Biolog PM01 and PM02A MicroPlates and placed in an Omnilog automatic plate reader (Biolog, Inc.) for 72 h at 37°C. Color formation from the redox active dye (Biolog dye A) was monitored every 15 min. Data obtained from respiration of Δ*adeRS* under different pentamidine conditions were individually overlaid against the untreated control using the OmniLog File Management/Kinetic Analysis software v1.20.02, and analyzed using OmniLog Parametric Analysis software v1.20.02 (Biolog, Inc.).

## Results

### Generation of Δ*adeRS* and complemented strains

The *adeRS* operon of *A*. *baumannii* ATCC 17978 was disrupted through the introduction of an ERY resistance cassette to produce a Δ*adeRS* strain. Complementation of Δ*adeRS* was achieved via reintroduction of a WT copy of *adeRS in trans* on the pWH1266 shuttle vector, generating Δ*adeRS* pWH::*adeRS* and comparisons were made to cells carrying the empty vector control (Δ*adeRS* pWH1266). To ensure deletion of *adeRS* did not affect viability, growth was monitored by OD_600_ readings in MH broth over an 8 h period; results identified no significant perturbations in the growth rate in laboratory media compared to WT cells (data not shown).

### Transcriptomic profiling of Δ*adeRS*

Transcriptome profiling by RNA-sequencing (RNA-seq) of RNA isolated from Δ*adeRS* compared to that from WT ATCC 17978 identified 290 differentially expressed (≥ 2-fold) genes; 210 up-regulated and 80 down-regulated (Fig 1 and S3 Table). 

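RNA-seq was performed on 1 library from WT and 1 library from Δ*adeRS*, the derivative in which *adeRS* is replaced by an ERY resistance cassette. Each library was made from RNA of 3 cultures that were pooled before sequencing, grown in MH broth at 37°C to an OD600 of 0.6. The spread between cultures therefore cannot be seen, and no difference reported here has a replicate check. Ribosomal RNA was depleted and single reads of 50 nt were mapped by the authors to the re-sequenced genome of the strain. For each of 3766 genes, listed by locus tag, the authors deposited the number of reads counted and the RPKM, which is that number scaled to the length of the gene and to the total of counted reads. The counts summed to 9741518 in WT and 9244603 in Δ*adeRS*, with a median of 547.5 counts per gene in WT and 599.5 in Δ*adeRS*. No gene was listed at 0 counts. The ratio of the RPKM values, Δ*adeRS* over WT, was taken on the log2 scale without a pseudocount. Its 95% interval was computed from both counts of a gene with the exact (Clopper-Pearson) binomial method, and covers counting error only. The deleted genes were examined first. *adeR* (ACX60_09120) had 333 counts in WT and 54 in Δ*adeRS*, a log2 ratio of -2.55 (95% interval -2.99 to -2.13). *adeS* (ACX60_09115) had 167 counts in WT and 64 in Δ*adeRS*, a log2 ratio of -1.31 (95% interval -1.75 to -0.88).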

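With the RPKM values as deposited, 288 of the 3766 genes differed at least 2-fold between the libraries, of which 209 were higher and 79 were lower in Δ*adeRS*. When the log2 ratios were rounded to 2 decimals before the threshold was applied, the counts were 210 and 80 genes. The median gene had a log2 ratio of 0.19, and 2564 genes lay above and 1202 below no change. Centring the ratios on the median gene moved the counts most among the scalings, to 104 genes up-regulated and 135 down-regulated. The up-regulated genes were mostly short. Among genes longer than the median length of 804.5 nt, 28 were up-regulated and 49 down-regulated, against 181 and 30 among the shorter genes. When the genes were divided by length into 10 groups, the median log2 ratio was 0.57 in the group of the shortest genes and 0.06 in that of the longest. For 21 of the up-regulated and 3 of the down-regulated genes, the counting interval included no change.

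**Figure D1:**
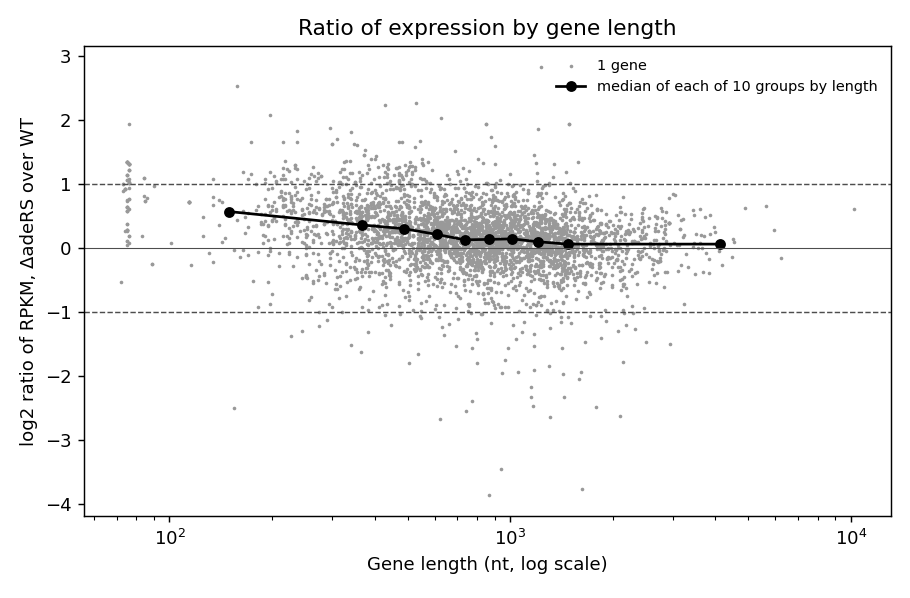
Log2 ratio of RPKM (Δ*adeRS* over WT, 1 library each) against gene length in nt on a log scale. Each grey point is 1 gene, the black points are the medians of 10 groups of genes divided by length, and the dashed lines mark a 2-fold difference. The medians fall from 0.57 in the group of the shortest genes to 0.06 in that of the longest.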

RNA-seq results were confirmed by quantitative Real-Time PCR (qRT-PCR) for nine genes that displayed different levels of expression in Δ*adeRS* compared to WT; a good correlation between methods was observed (S1 Fig).

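The primers of S2 Table identify 8 of the genes chosen for qRT-PCR by locus tag or by a name that S3 Table pairs with one, and *adeI* was not analysed here. In the RNA-seq libraries, *craA* (ACX60_01760) had the highest log2 ratio of the 8 genes, 2.83. The universal stress protein gene ACX60_17010 followed at 1.94 (95% interval 1.86 to 2.02). Its counts are identical to those of another locus, so its reads cannot be told apart from those of the copy. The TetR family regulator gene ACX60_15380 had a log2 ratio of 1.35 (95% interval 1.24 to 1.46) and the hemolysin gene ACX60_11550 one of 1.16 (95% interval 1.12 to 1.20). ACX60_07895 had 654 counts in WT and 636 in Δ*adeRS*, and its interval of -0.12 to 0.20 included no change. The genes that were lower in Δ*adeRS* were *csuC* (ACX60_06495) at -1.03, ACX60_14705 at -1.42 and *csuA/B* (ACX60_06480) at -1.66. *GAPDH* (ACX60_05065), to which the qRT-PCR values were corrected, had 35061 counts in WT and 39368 in Δ*adeRS*, a log2 ratio of 0.24 (95% interval 0.22 to 0.26). With the ratios centred on the median gene, the log2 ratio of ACX60_11550 was 0.97, below 2-fold, and that of ACX60_07895 was -0.15. That of *GAPDH* was 0.06 with the same centring.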

**Fig 1:**
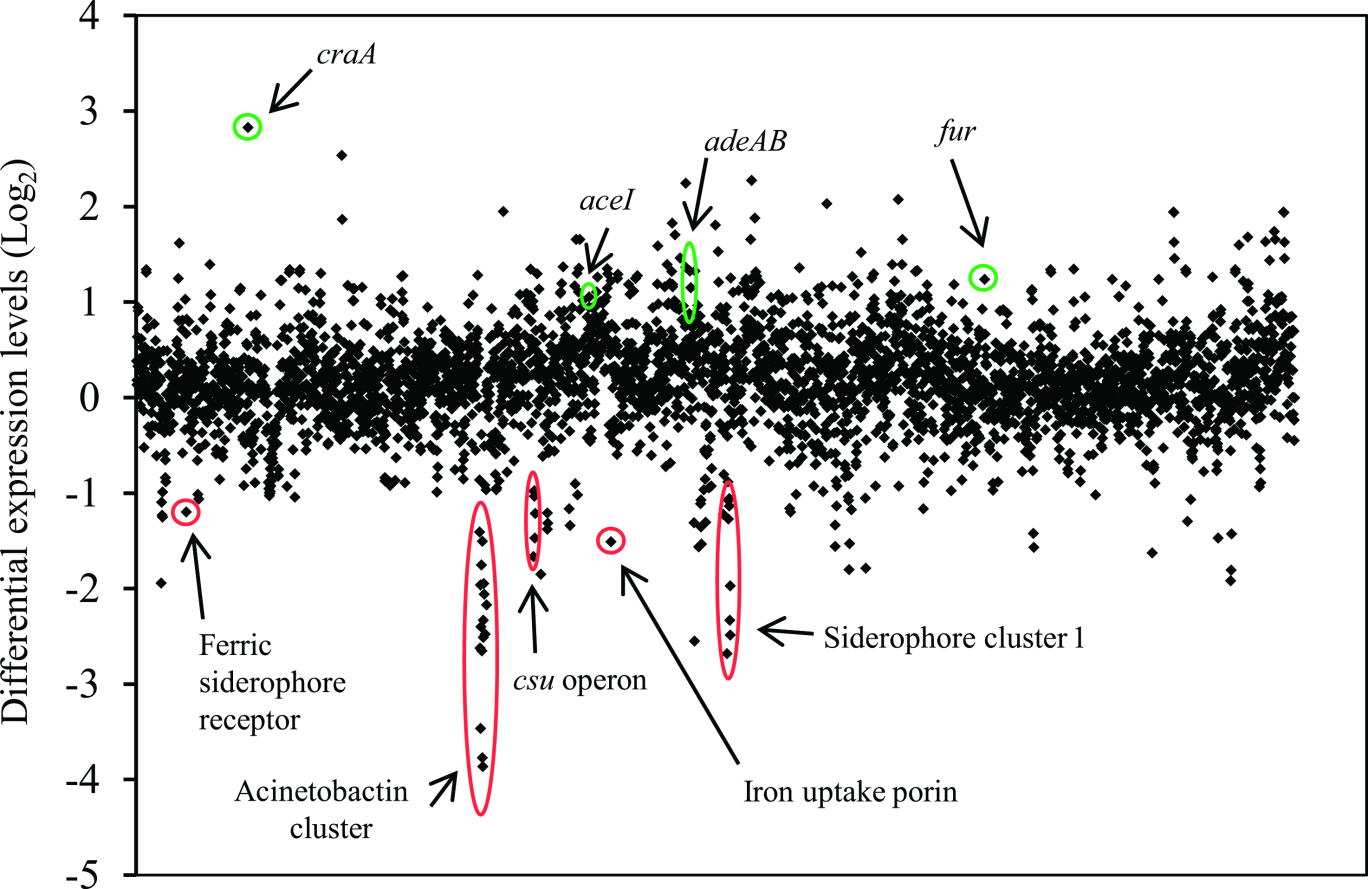
Global transcriptomic response differences of *A*. *baumannii* ATCC 17978 after deletion of *adeRS*. Each diamond marker represents a predicted gene within the genome ordered according to locus tag along the X-axis and differential expression generated from normalized reads per kilobase mapped of WT against Δ*adeRS* are displayed on the Y-axis (Log_2_). Positive and negative Log_2_-values correlate to up- and down-regulated genes, respectively. Green and red circles highlight genes/gene clusters of interest that have been up- and down-regulated, respectively. See S3 Table for the full list of genes that were differentially expressed ≥ 1 Log_2_ fold.

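S3 Table lists 290 genes by locus tag, with an annotation and the log2 fold change. The log2 ratio computed from the RPKM values lay within 0.005 of the listed value for each of the 290 genes. Of these, 30 are tRNA genes, and all 30 were higher in Δ*adeRS*. The annotation is a hypothetical protein for 105 of the genes. At 35 of the listed loci the counts in both libraries and the gene length were the same as at another locus, and each such locus was counted separately. Fewer than 10 counts in a library were found for 29 of the listed genes. The median length was 381.5 nt for the up-regulated genes and 1031 nt for the down-regulated genes.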

Expression of a number of efflux proteins was affected by inactivation of *adeRS*. 

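The efflux gene *craA* (ACX60_01760) had 943 counts in WT and 6362 in Δ*adeRS*. Its RPKM was 78.8 in WT (95% interval 73.8 to 84.0) and 560.0 in Δ*adeRS* (95% interval 546 to 574). The log2 ratio of 2.83 (95% interval 2.73 to 2.93), which is 7.11-fold, was the highest of the 3766 genes. *adeA* (ACX60_09125) had far fewer reads, 113 in WT and 269 in Δ*adeRS*, and its RPKM rose from 9.75 to 24.5. This is a log2 ratio of 1.33 (95% interval 1.00 to 1.66), or 2.51-fold. *adeB* (ACX60_09130), the neighbouring gene, rose less, from 521 to 709 counts and from an RPKM of 17.2 to 24.7. Its log2 ratio was 0.52 (95% interval 0.35 to 0.69), or 1.43-fold, and the intervals of *adeA* and *adeB* did not overlap. Beyond *adeB*, ACX60_09135 had a log2 ratio of 0.45 and ACX60_09140 one of 0.89. On the far side of *adeRS*, ACX60_09095 to ACX60_09110 had ratios from 0.48 to 0.76. Further out, ACX60_09085 at -0.01 and ACX60_09090 at 0.15 had intervals that included no change. The rise of *adeB* therefore did not stand out from the genes around it. *aceI* (ACX60_07275) had 63 counts in WT and 121 in Δ*adeRS*, a log2 ratio of 1.02 (95% interval 0.57 to 1.48), or 2.02-fold. With the ratios centred on the median gene, *aceI* fell below 2-fold, at a log2 ratio of 0.83, while *craA* was at 2.64 and *adeA* at 1.14. The length of *aceI* recovered from its counts and RPKM is 434 nt. Genes of about this length had higher ratios in general, with a median log2 ratio of 0.30 among genes of 431 to 551 nt.

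**Figure D2:**
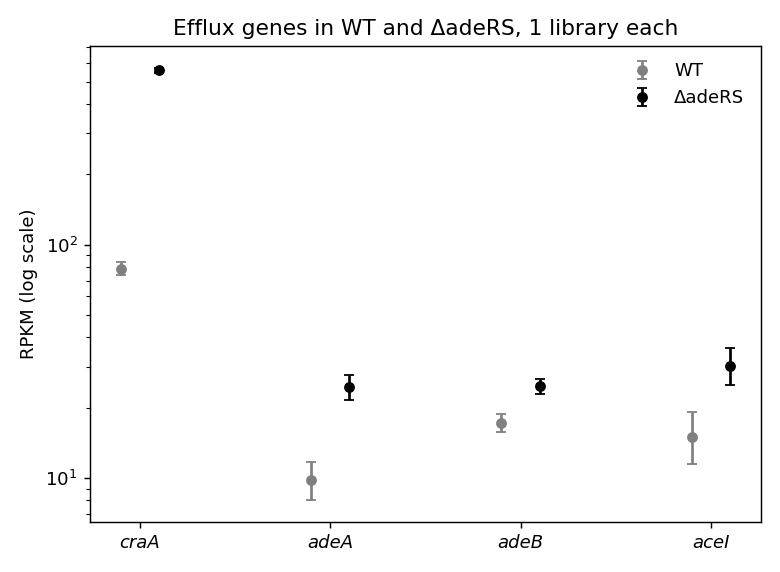
RPKM of *craA*, *adeA*, *adeB* and *aceI* on a log axis in WT (grey) and Δ*adeRS* (black), 1 library each. Bars are 95% exact binomial intervals and show counting error only. *craA* rises from 78.8 to 560.0, while *adeA* and *adeB* reach 24.5 and 24.7.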

For example, the *craA* major facilitator superfamily transporter (ACX60_01760) shown to confer resistance to chloramphenicol and recently chlorhexidine efflux [36] was the highest up-regulated gene (7.1-fold; Fig 1) and *adeA* (ACX60_09125), *adeB* (ACX60_09130) and *aceI* (ACX60_07275) which encode the AdeAB and the AceI efflux pumps, were up-regulated by 2.5-, 1.43-, and 2-fold, respectively, following deletion of *adeRS*.

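All 6 genes of the *csu* operon (ACX60_06480 to ACX60_06505) had lower RPKM in Δ*adeRS*, with counting intervals below no change. The median log2 ratio was -1.12, from -1.66 at *csuA/B* (ACX60_06480), which fell from 54668 to 16378 counts, to -0.97 at ACX60_06490. In the acinetobactin cluster (ACX60_05590 to ACX60_05680), the median log2 ratio of the 19 genes was -2.06. The largest fall was at ACX60_05645, annotated as isochorismatase, from 613 to 40 counts, a log2 ratio of -3.86 (95% interval -4.36 to -3.40). The smallest was at ACX60_05625, from 301 to 219 counts, a log2 ratio of -0.38 (95% interval -0.64 to -0.13). Of the 19 genes, 15 fell at least 2-fold, and the interval of each of the 19 lay below no change. In the siderophore 1 cluster (ACX60_09665 to ACX60_09720), the 12 genes had a median log2 ratio of -1.10, and 8 fell at least 2-fold. The ratios ranged from -2.68 (95% interval -2.86 to -2.51) at ACX60_09665 to -0.13 (95% interval -0.41 to 0.16) at ACX60_09695. The intervals of 10 of the 12 genes lay below no change, and those of ACX60_09695 and 1 other gene included it. Among 10000 random gene lists of the same size matched on mean RPKM, 0 had a median as low as that of each cluster. Of 10000 random runs of neighbouring genes, 68 had a median as low as the *csu* operon, 9 as low as the acinetobactin cluster and 51 as low as the siderophore 1 cluster, the clusters themselves included. The paper singled out these clusters from the same libraries, so low ranks were likely in advance. These shares describe the libraries and are not a test of the strains.

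**Figure D3:**
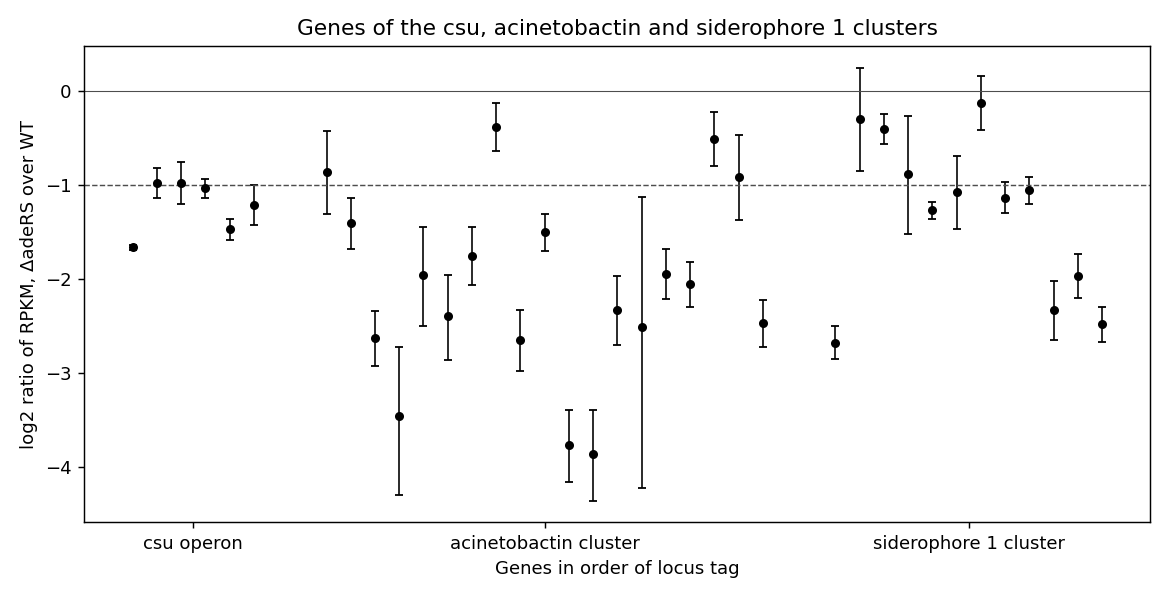
Log2 ratio of RPKM (Δ*adeRS* over WT, 1 library each) for each gene of the *csu* operon, the acinetobactin cluster and the siderophore 1 cluster, in order of locus tag. Bars are 95% exact binomial intervals and show counting error only, and the dashed line marks a 2-fold fall. The lowest ratio, -3.86, is in the acinetobactin cluster.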

Expression of multiple genes involved in virulence were down-regulated in the Δ*adeRS* strain, including the type 1 pilus operon *csuA/BABCDE* (ACX60_06480–06505) (3.2- to 2-fold) and the siderophore-mediated iron-acquisition systems acinetobactin (ACX60_05590–05680) and siderophore 1 (ACX60_09665–09720) clusters (7.7- to 1.1-fold and 5.4- to 0.3-fold, respectively). In contrast, the ferric uptake regulator gene (*fur*) (ACX60_13910) was up-regulated 2.4-fold. 

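*fur* (ACX60_13910) had 3935 counts in WT and 8828 in Δ*adeRS*, and its RPKM rose from 924 to 2185. The log2 ratio was 1.24 (95% interval 1.19 to 1.30), or 2.36-fold. With the ratios centred on the median gene it was 1.06. The gene length recovered from the counts and RPKM is 437 nt, and genes of 431 to 551 nt had a median log2 ratio of 0.30. The ratios were also corrected for gene length and centred, an alternative chosen after seeing the data. The log2 ratio of *fur* was then 0.91, below 2-fold, which reflects the centring as well as gene length.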

Despite these alterations in expression levels of iron siderophore clusters and their regulator, no significant growth defects were identified when Δ*adeRS* was grown in the presence of 200 μM of DIP (data not shown).

### Deletion of *adeRS* in ATCC 17978 reduced susceptibility to a limited number of antimicrobial agents

To assess if changes in expression of the *adeAB* and *craA* drug efflux genes identified in the transcriptome of the Δ*adeRS* derivative translated to an alteration in resistance profile, antibiogram analyses were undertaken. Resistance to a number of antibiotics including those that are known substrates of the CraA and AdeABC pumps were assessed. Surprisingly, despite *craA* being the highest up-regulated gene, no change in resistance to the primary substrate of CraA, chloramphenicol [36], was seen (data not shown). Previous studies examining the level of antimicrobial resistance conferred by AdeABC indicate that only when deletions are generated in strains which overexpress AdeABC is there a significant impact on the antibiogram [10, 13, 15, 16, 37], implying that AdeABC confers only minimal to no intrinsic resistance. This was supported in our analysis as the MIC for tetracycline, tigecycline, GEN, kanamycin, nalidixic acid, ampicillin, streptomycin and amikacin, all previously identified AdeABC substrates, remained unchanged, whilst resistance to norfloxacin and ciprofloxacin increased 2-fold (data not shown) and chlorhexidine decreased 2-fold for the Δ*adeRS* mutant compared to WT (Table 1).

**Table 1:** Antibiotic susceptibility of *A*. *baumannii* ATCC 17978, deletion mutants and complemented strains.

Strain	MIC (mg/L)^a^^b^		
	PENT	DAPI	CHX
WT	125	4	8
Δ*adeA*	**15.6**	**1**	**4**
Δ*adeB*	**15.6**	**1**	**4**
Δ*adeAB*^**c**^	**15.6**	**1**	**4**
Δ*adeRS* ^**d**^	**15.6**	**1**	**4**
Δ*adeRS* pWH::*adeRS*	125	1	8
Δ*adeRS* pWH1266	15.6	0.5	4/2
Δ*adeRS* pWH::*adeAB*	31.3	4	4
Δ*adeRS* pWHgent::*adeAB*	15.6	1	4
Δ*adeRS* pWHgent	7.8	0.5	4
Δ*adeA* pWHgent::*adeAB*	62.5	2	8/4
Δ*adeA* pWHgent	7.8	0.5	4
Δ*adeB* pWHgent::*adeAB*	62.5	4	4
Δ*adeB* pWHgent	7.8	1	2
Δ*adeAB* pWHgent::*adeAB*	62.5	4	4
Δ*adeAB* pWHgent	7.8	1	2

^a^PENT, pentamidine; DAPI, 4',6-diamidino-2-phenylindole; CHX, chlorhexidine.

^b^Values highlighted in bold indicate MIC values altered two-fold or greater compared to WT ATCC 17978.

^c^Antimicrobials that did not significantly differ from WT susceptibility levels included gentamicin, kanamycin, norfloxacin, ciprofloxacin, ampicillin, colistin, polymyxin B, dequalinium, tigecycline, triclosan and methyl viologen.

^d^Antimicrobials tested that did not significantly differ from WT susceptibility levels included rifampicin, benzylkonium, streptomycin, amikacin and novobiocin as well as antimicrobials listed above in ^‘c’^ with the exception of ciprofloxacin and norfloxacin.

A variety of additional compounds were tested, primarily focusing on substrates of other multidrug efflux pumps and/ or clinically relevant compounds, these included; colistin, polymyxin B, rifampicin, triclosan, novobiocin, benzalkonium, methyl viologen, pentamidine, DAPI and dequalinium. Of these, significant differences in the MICs of Δ*adeRS* versus WT were observed only for the diamidine compounds, pentamidine and DAPI, where an 8- and 4-fold reduction in resistance was identified, respectively (Table 1). Thus, taken together the Δ*adeRS* strain showed reduced resistance to the bisbiguanide chlorhexidine, and the diamidines pentamidine and DAPI which display structural similarities [38] (S2 Fig). Resistance to these substrates was partially or fully restored by complementation using Δ*adeRS* pWH::*adeRS* (Table 1).

### Both AdeA and AdeB are required for intrinsic antimicrobial resistance in ATCC 17978

Since the 10-bp direct repeat where AdeR has been demonstrated to bind in other *A*. *baumannii* strains [18, 19] is also present in the ATCC 17978 *adeA*-*adeR* intercistronic region (data not shown), we hypothesized that the decreased resistance towards the subgroup of dicationic compounds seen in Δ*adeRS* resulted from changes in *adeAB* expression. To test this, deletion strains targeting *adeAB*, as well as individual *adeA* and *adeB* mutations were generated in ATCC 17978.

Using Δ*adeAB*, MIC analyses verified that deletion of the pump resulted in negligible changes in resistance to a subset of the antimicrobials tested for Δ*adeRS* (data not shown). However, an identical resistance pattern for the dicationic compounds as that afforded by Δ*adeRS* was observed (Table 1). Complementation of the inactivated genes partially restored resistance to all compounds, validating that AdeAB plays a direct role in resistance to these dicationic compounds (Table 1).

### AdeRS is critical for increased expression of *adeAB* following pentamidine exposure

From MIC analysis of the ATCC 17978 derivatives, it was proposed that the presence of the AdeRS TCSTS increased *adeAB* expression consequently providing resistance to pentamidine, chlorhexidine and DAPI (Table 1). To confirm this, the level of *adeA* transcription was assessed by qRT-PCR of RNA isolated from WT and Δ*adeRS* strains after addition of a sub-inhibitory concentration of pentamidine. Transcription of the *adeAB* operon was significantly up-regulated in WT and down-regulated in Δ*adeRS* following pentamidine stress (Fig 2). Additionally, qRT-PCR was used to determine if *adeS* expression levels altered after pentamidine stress in WT cells. It was found that *adeS* expression increased less than <2-fold compared to untreated WT cells (data not shown). To phenotypically support the transcriptional evidence that *adeRS* initiates transcription of the ATCC 17978 *adeAB* operon, additional antibiograms were determined. Using the shuttle vector pWH1266, two clones were constructed; pWH::*adeAB* and pWHgent::*adeAB*, where the GEN resistance cartridge cloned in the latter vector inhibited transcription of *adeAB* from the tetracycline promoter naturally present in pWH1266. MIC analyses determined that the carriage of pWHgent::*adeAB* in Δ*adeRS* did not differ from results obtained for Δ*adeRS*. Conversely, Δ*adeRS* cells with pWH::*adeAB* displayed a 4- and 8-fold increase in pentamidine and DAPI resistance, respectively (Table 1). Collectively, these results suggest that expression of *adeAB* and subsequent resistance to the dicationic compounds in ATCC 17978 can only occur when AdeRS is present.

**Fig 2:**
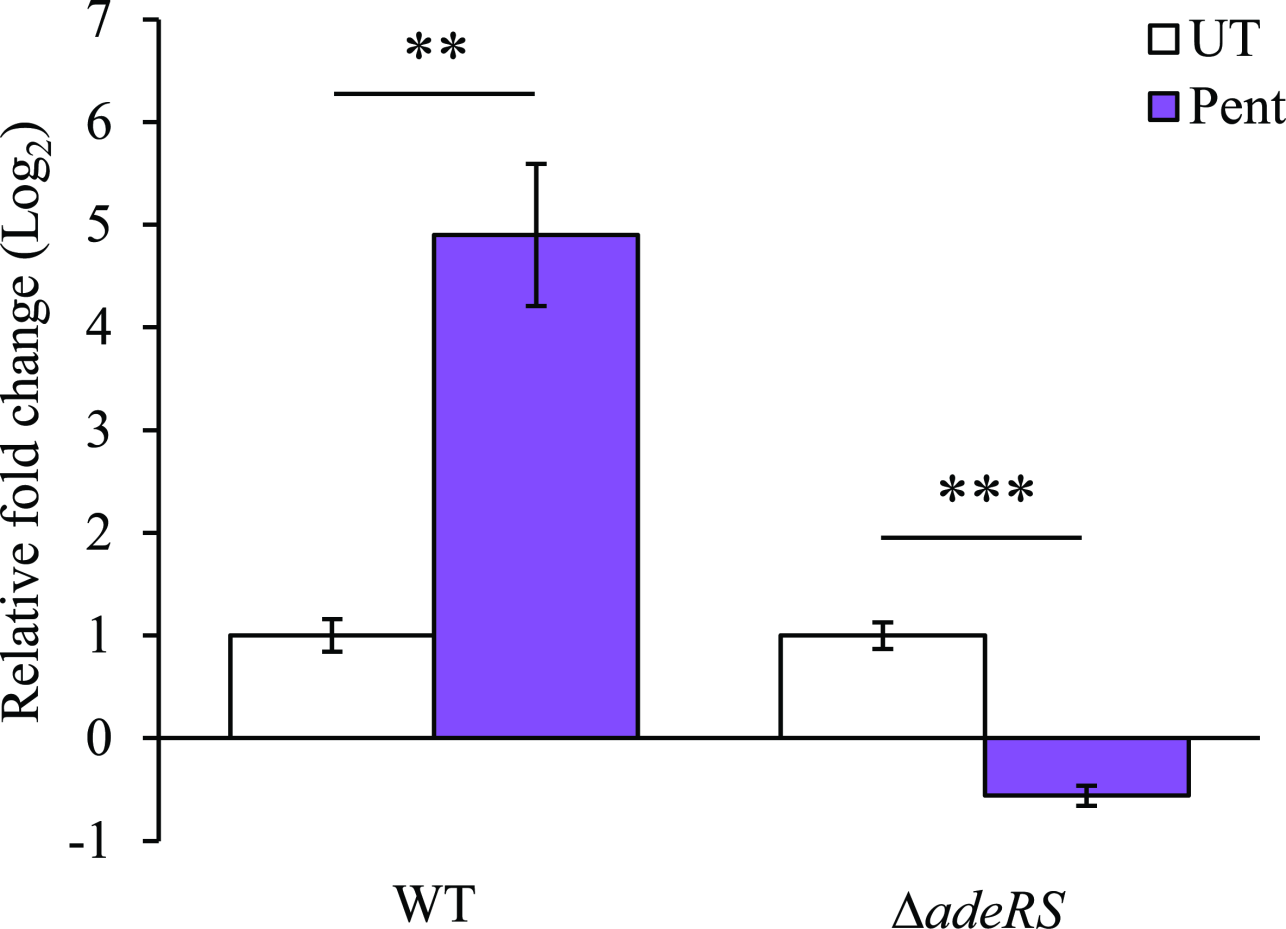
Increased expression of *adeA* following pentamidine stress is dependent on the presence of AdeRS in ATCC 17978. Transcriptional levels of *adeA* (ACX60_09125) from WT and Δ*adeRS* were determined by qRT-PCR after 30 min shock with 7.8 mg/L of pentamidine (Pent) (0.5 × MIC of Δ*adeRS*) and corrected to untreated cells (UT) after normalization to 16S. Bars represent the mean fold change (Log_2_) of three biological replicates undertaken in triplicate, and error bars represent ± SEM. Statistical analyses were performed by Student’s *t*-test, two-tailed, unpaired; ** = *P* < 0.01 and *** = *P* < 0.001.

### Carbon source utilization alters resistance to pentamidine

Pentamidine, a drug known to be effective in the treatment of fungal and protozoan infections has gained recent attention in a bacterial context. Pentamidine has shown synergy with Gram-positive antibiotics, potentiating their activity towards Gram-negative bacteria [23]. As such, pentamidine has been proposed to be utilized as an adjunct therapy for MDR bacteria, including *A*. *baumannii* [23]. To identify additional pentamidine resistance mechanisms employed by *A*. *baumannii*, growth in different media was assessed. Disk diffusion assays identified that in *A*. *baumannii*, resistance to pentamidine was affected by the carbon source provided in M9 minimal medium (S4 Table), whilst for chlorhexidine and DAPI this pattern was not conserved indicating a pentamidine-specific response (data not shown). To determine the MIC levels for pentamidine, plate dilution experiments were undertaken for WT, Δ*adeRS* and Δ*adeAB* strains provided with varied carbon sources (Fig 3). Growth of Δ*adeRS* and Δ*adeAB* cells on MH agar were significantly perturbed at 32 mg/L of pentamidine. This MIC drastically differs when succinic acid was utilized as the sole carbon source, as growth was maintained up to 512 mg/L of pentamidine for all strains tested (Fig 3). Fumaric, α-ketoglutaric and oxaloacetic acids also increased pentamidine resistance by 8-fold for Δ*adeRS* and Δ*adeAB* strains when compared to the MIC obtained for MH agar. Growth of Δ*adeRS* and Δ*adeAB* mutants was inhibited at a higher dilution factor in the presence of oxaloacetic acid compared to fumaric and α-ketoglutaric acids whilst growth using citrate as the sole carbon source negatively affected resistance to WT cells, decreasing resistance 2-fold.

**Fig 3:**
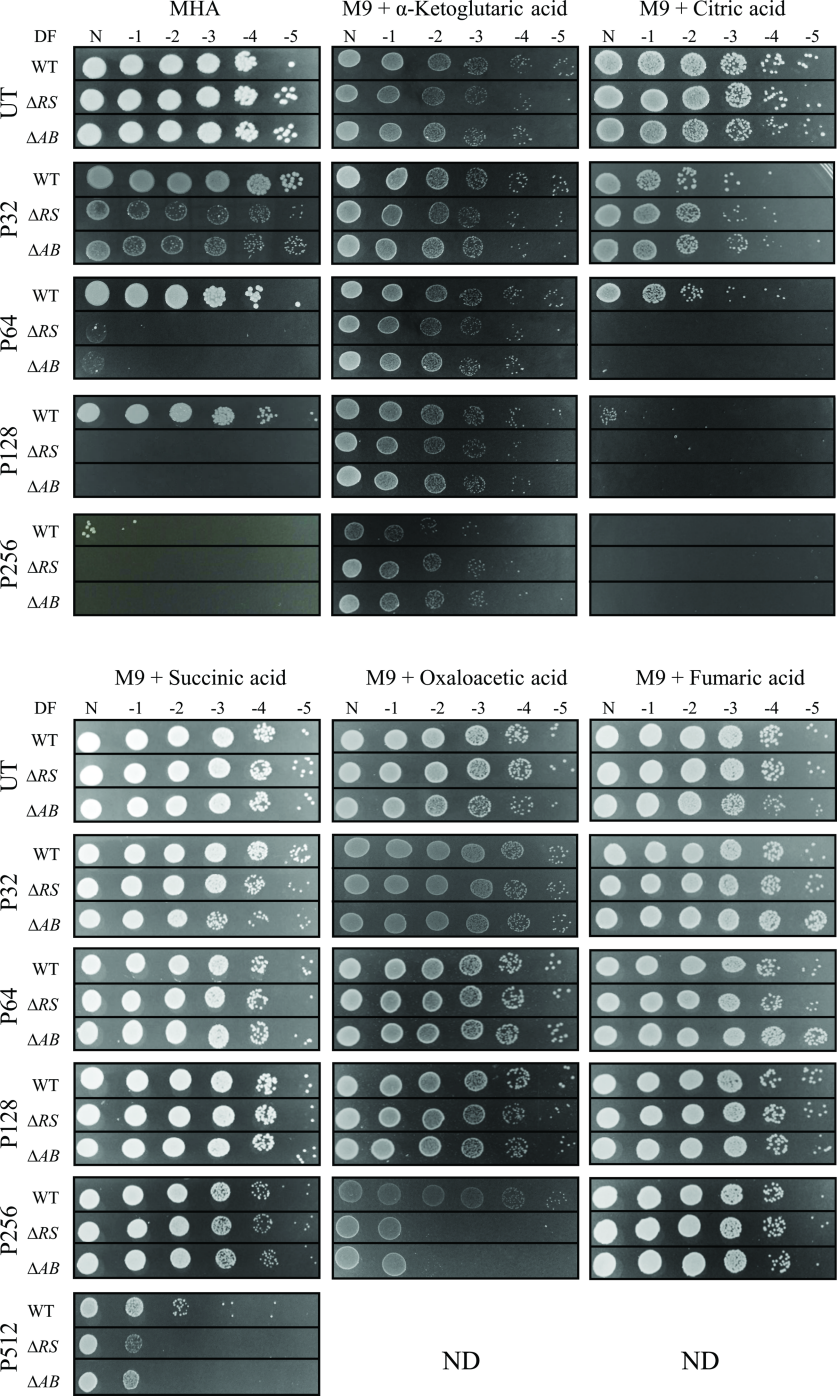
Resistance to pentamidine is modulated by carbon sources available in the growth medium. Ten-fold serial dilutions of *A*. *baumannii* ATCC 17978 (WT), Δ*adeRS* (Δ*RS*) and Δ*adeAB* (Δ*AB*) cells were used to compare the concentration of pentamidine that inhibits growth in different media, Mueller-Hinton agar (MHA) was used as a comparative control. Images display serial 1:10 dilutions after overnight incubation at 37°C, where DF is abbreviated for dilution factor and N represents undiluted cells. Strains were grown in the absence of pentamidine (UT) or presence of 32, 64, 128, 256 and 512 mg/L of pentamidine (P32, P64, P128, P256, and P512, respectively). Carbon sources tested in M9 minimal medium were used at a final concentration of 0.4% (w/v). ND, not done due to precipitation of pentamidine once added into the molten medium. Figures are representative examples of results obtained.

Biolog phenotypic arrays were undertaken to identify additional synergistic or antagonistic relationships between carbon sources and pentamidine resistance. Respiration of Δ*adeRS* cells for a total of 190 carbon compounds was assessed at various pentamidine concentrations (S3 Fig). From this, an additional ten compounds were identified that increased resistance to pentamidine in Δ*adeRS* at 64 mg/L (Fig 4). Despite minimal changes in pentamidine resistance in the presence of citric acid for Δ*adeRS* (Fig 3), this compound negatively affected respiration at lower pentamidine concentrations (S3 Fig). Surprisingly, succinic, α-ketoglutaric and fumaric acids failed to restore respiration at 64 mg/L of pentamidine for Δ*adeRS* (S3 Fig). By extending the incubation period for another 72 h, respiration in the presence of succinic or fumaric acids was restored to levels similar to the untreated control (data not shown). This may indicate that succinic and fumaric acids significantly lag in their ability to recover the cells from pentamidine in the IF-0 medium (Biolog Inc.) whilst α-ketoglutaric acid recovery is dependent on growth medium.

**Fig 4:**
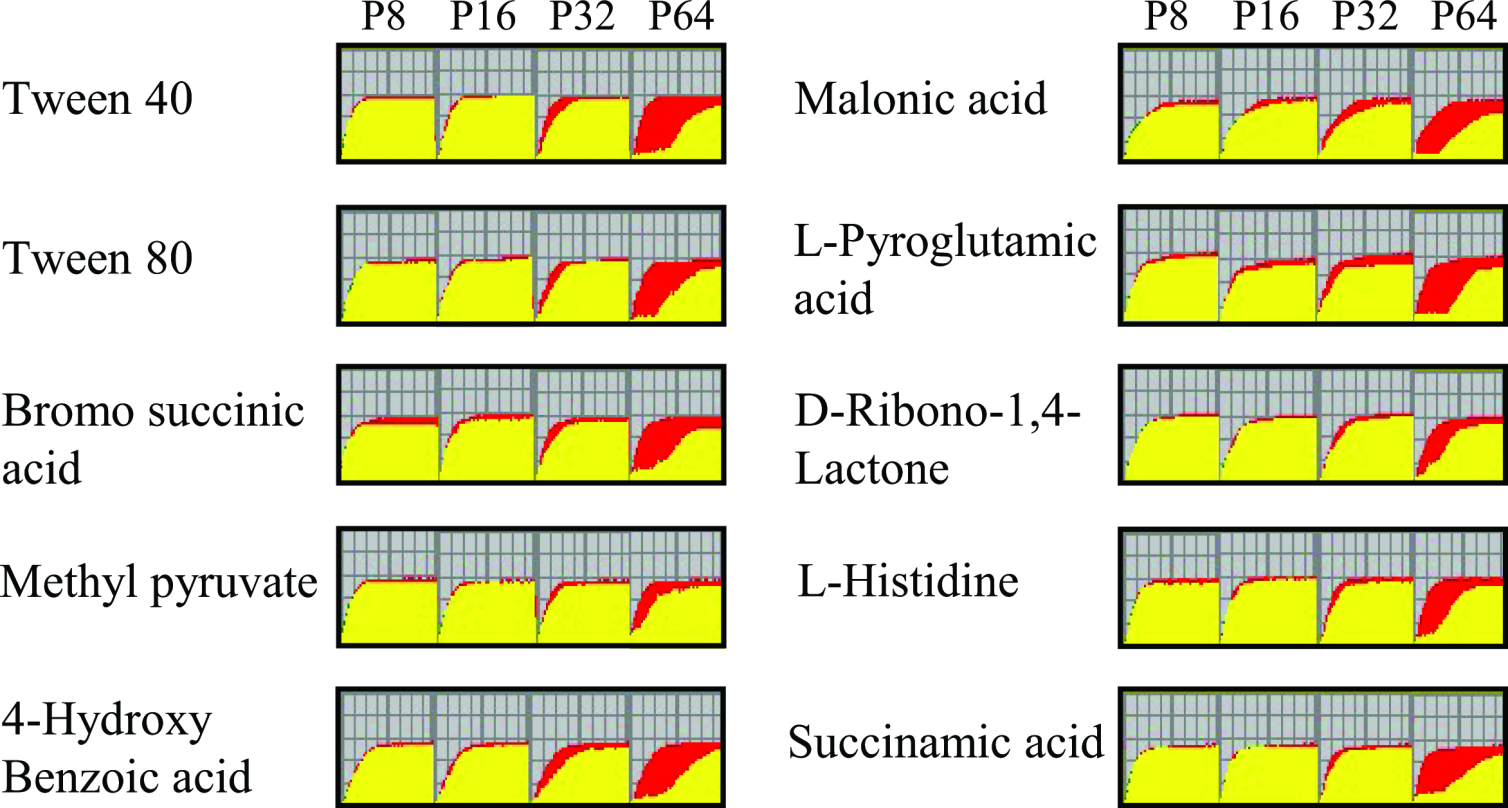
Kinetic response curves paralleling bacterial growth from Biolog PM01 and PM2A plates identify ten carbon sources that increase pentamidine resistance in Δ*adeRS*. P8, P16, P32 and P64 represent kinetic response curves at 8, 16, 32, or 64 mg/L of pentamidine compared to the untreated control, respectively. Red curves represent respiration of untreated Δ*adeRS*, whilst respiratory activity which overlaps between the control and the sample in the different experimental conditions is represented in yellow. Only carbon compounds that promote at least 50% maximal respiration and induce a recovery response by 36 h are shown. See S3 Fig for respiration curves for all tested treatments.

### Bioavailability of iron correlates with pentamidine resistance

Iron has been shown to influence pentamidine resistance in protozoan species [39], thus we assessed if its plays a similar role in *A*. *baumannii*. The addition of ferrous sulphate to the growth medium significantly reduced the zone of clearing from pentamidine in a dose-dependent manner up to a final concentration of 5 mM for WT and mutant strains (Table 2 and S4 Fig). Furthermore, chelation of iron using DIP resulted in WT cells becoming more susceptible to pentamidine compared to the untreated control (Table 2). This modified pentamidine susceptibility is iron specific as inclusion of other cations in the growth medium (zinc, copper, manganese, cobalt, nickel) did not significantly affect the zones of clearing (data not shown). Using inductively-coupled plasma mass spectrometry the internal iron concentration in WT and Δ*adeRS* cells was determined in the absence/presence of a sub-inhibitory concentration of pentamidine. Internal iron concentrations remained essentially unchanged in both strains under the different conditions tested (data not shown), indicating that iron/pentamidine interactions may occur outside of the cell and the observed response was not due to a reduced capacity to store iron.

**Table 2:** Zones of clearing for *A*. *baumannii* ATCC 17978 and deletion mutants grown on Mueller-Hinton agar with the addition or chelation of iron after pentamidine exposure.

	Zone of clearing (mm)^a^^b^				
Strain	WT	Δ*adeRS*	Δ*adeAB*	Δ*adeA*	Δ*adeB*
**Medium**^**c**^					
MHA control	1.4 ± 0.3	6.9 ± 0.5	6.9 ± 0.3	6.9 ± 0.4	7.2 ± 0.4
+ 2.5 mM FeSO_4_	0.8 ± 0.1^*^	5.4 ± 0.2^*^	5.6 ± 0.3^*^	5.4 ± 0.1^***^	5.6 ± 0.1^***^
+ 5 mM FeSO_4_	0.7 ± 0.2^*^	2.5 ± 0.8^***^	2.8 ± 0.3^***^	3.2 ± 0.3^***^	2.9 ± 0.6^***^
+ 7.5 mM FeSO_4_	NG	NG	NG	NG	NG
+ 100 μM DIP	1.7 ± 0.1	6.7 ± 0.2	6.9 ± 0.1	6.2 ± 0.2	6.6 ± 0.2
+ 200 μM DIP	5 ± 0.3^***^	6.7 ± 0.4	6.6 ± 0.4	6.1 ± 0.1	6.4 ± 0.1

^a^Averaged values are displayed ± SD. Statistical analyses were performed by Student’s *t*-test, two-tailed, unpaired

* = *P* <0.0005 and

*** = *P* <0.000001.

^b^Values given in bold indicate a significant difference between a strain grown under iron-rich or iron-limited conditions versus its respective MHA control.

^c^MHA, Mueller-Hinton agar; FeSO_4_, ferrous sulphate; DIP, 2’,2’ dipyridyl; NG, no growth due to iron toxicity.

## Discussion

The *adeRS* and *adeABC* operons of *A*. *baumannii* have gained considerable attention due to their role in regulating and conferring multidrug resistance, respectively [8, 13, 16, 40]. Multiple genetic arrangements of the *adeABC* operon in *A*. *baumannii* clinical isolates exist, where 35% of 116 diverse isolates lack the *adeC* OMP component [20]. This is also the case for the clinical isolate *A*. *baumannii* ATCC 17978, which was chosen for further analysis in this study. It is not uncommon for RND pumps to recruit an alternative OMP to form a functional complex [41–43]. This may also be the situation for AdeAB in *A*. *baumannii* ATCC 17978, since in an *Escherichia coli* background, *adeAB* can be co-expressed with *adeK*, an OMP belonging to the *A*. *baumannii* AdeIJK RND complex to confer resistance [44]. However, whether AdeB can work alone or function with alternative membrane fusion proteins such as *adeI* or *adeF* is not known. As the resistance profile of Δ*adeA* was indistinguishable from the Δ*adeAB* and Δ*adeB* strains, it provides confirmatory evidence that both *adeA* and *adeB* are required for efficient efflux to only a subset of dicationic compounds in ATCC 17978. Further assessments will be required to verify if this phenotype is maintained across other *A*. *baumannii* isolates and extends to other structurally-similar compounds.

It has been found previously, that the introduction of shuttle vectors expressing WT copies of genes *in trans* do not restore resistance profiles back to WT levels as also seen in this study [45–48]. Using qRT-PCR, *adeS* was expressed at low levels in WT cells even after pentamidine shock (data not shown). Complementation studies with *adeRS* thus could be influenced by copy number effects, which may perturb the native expression levels of these proteins within the cell. Additionally, the differing modes of action of the dicationic compounds may have influenced the MIC results, as fold-shifts in resistance were observed even when the empty pWH1266 vector was being expressed (Table 1).

The transcriptomic analysis of ATCC 17978 Δ*adeRS* revealed changes in gene expression were not limited to *adeAB* but included many genes, some of which have been shown to be important in *A*. *baumannii* pathogenesis [49, 50] and virulence *in vivo* [51]. 

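Outside *adeAB*, the 5 lowest log2 ratios all belonged to the siderophore clusters. They were -3.86 at ACX60_05645, -3.77 at ACX60_05640 (enterobactin synthase subunit E), -3.46 at ACX60_05605 (iron ABC transporter permease), -2.68 at ACX60_09665 and -2.65 at ACX60_05630. The highest was that of *craA* at 2.83, followed by 4 genes annotated as hypothetical proteins. Among these, ACX60_03300 rose from 49 to 270 counts (log2 ratio 2.54, 95% interval 2.09 to 3.01) and ACX60_08970 from 151 to 679 counts (log2 ratio 2.24, 95% interval 1.99 to 2.51). The other 2 had few reads. ACX60_10085 had 5 counts in WT and 23 in Δ*adeRS* (log2 ratio 2.28, 95% interval 0.85 to 4.03). ACX60_12490 had 1 count in WT and 4 in Δ*adeRS*, and the interval of its log2 ratio of 2.08, from -1.26 to 7.70, included no change. By comparison, *adeA* ranked 55 and *adeB* ranked 836 among the 3766 genes ordered from the highest ratio.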

Although this had been seen before in an *adeRS* mutant generated in the MDR *A*. *baumannii* isolate AYE [16], here the transcriptional changes were to a largely different subset of genes. Previously, deletion of *adeRS* in AYE resulted in decreased expression of *adeABC* by 128-, 91-, and 28-fold, respectively [16]. This decreased gene expression was expected as AYE naturally contains a point mutation in AdeS (producing an Ala 94 to Val substitution in AdeS) resulting in constitutive expression of *adeABC* and contributing to its MDR phenotype [2, 16]. Richmond *et al*., (2016) [16] proposed that the high similarities in phenotypic changes between their *adeRS* and *adeB* AYE deletion derivatives were largely due to downstream effects caused by reduced expression of *adeABC*. 

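In the Δ*adeRS* library, the log2 ratio to WT was 1.33 (95% interval 1.00 to 1.66) for *adeA* (ACX60_09125) and 0.52 (95% interval 0.35 to 0.69) for *adeB* (ACX60_09130). With TMM factors the log2 ratio of *adeB* was 0.34, and with the ratios centred on the median gene 0.33.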

We cannot rule out the possibility that some of the changes in gene expression in our study have resulted from the slight increase seen in expression of *adeAB*, most likely caused by polar effects exerted by the ERY resistance cassette. However, our transcriptome data indicated *adeAB* were expressed at low levels and thus represent basal levels of expression; results consistent with ATCC 17978 being labelled as a ‘drug susceptible’ isolate [24].

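In WT, *adeA* (ACX60_09125) had an RPKM of 9.75 (95% interval 8.03 to 11.7) and *adeB* (ACX60_09130) one of 17.2 (95% interval 15.8 to 18.7). Of the 3766 genes, 495 had a lower RPKM than *adeA* in WT and 783 a lower RPKM than *adeB*, which puts them at 13.1% and 20.8% of the genes from the lowest. In Δ*adeRS* they were at 24.4% and 24.6%. The rank of *adeB* depended on the correction for gene length. The recovered length of this gene is 3110 nt, and by counts alone it stood at 48.6% in WT, while *adeA* stood at 18.8%. From low levels of expression in its transcriptome data, the paper reasons that *adeAB* were at a basal level.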

Currently, the environmental signal(s) that interact with the periplasmic sensing domain of AdeS are not known. Antimicrobial compounds can directly stimulate autophosphorylation of specific TCSTS which in turn directly regulate the expression of genes providing resistance to that compound [52, 53]. It is unlikely that pentamidine is the environmental stimulus that is sensed by AdeS, as a number of conditions, including chlorhexidine shock, can also up-regulate *adeAB* expression in ATCC 17978 [54–57]. Instead, AdeS may respond to stimuli such as solutes that are excreted and accumulate in the periplasm when cells are subjected to various stressors including AdeAB substrates.

This study revealed unique interactions between pentamidine and a number of carbon sources which significantly alter the resistance profile to pentamidine for *A*. *baumannii* ATCC 17978 and derivatives. Biolog phenotypic arrays identified a number of succinic acid derivatives that also allowed respiration in the presence of a lethal concentration of pentamidine (Fig 4). Interestingly, when Δ*adeRS* utilized malonic acid as the sole carbon source, a potent inhibitor of the succinate dehydrogenase complex, cells were also able to respire at increased pentamidine concentrations (Fig 4). In Gram-negative bacteria, the mechanism of action for pentamidine is thought to primarily occur via binding to the lipid-A component of the outer membrane and not through inhibition of an intracellular target [23, 58]. Therefore, it seems unlikely that pentamidine interferes with enzymatic functions like that of succinate dehydrogenase, and instead the compounds which showed an increase in pentamidine resistance may contribute to either chelation of the compound or provide protective mechanisms that reduce binding to the lipid-A target. Interestingly, a 1956 study [59] identified that in the presence of α-ketoglutaric or glutamic acid, resistance to a lethal concentration of pentamidine could be achieved in *E*. *coli*, leading to the proposition that pentamidine interferes with the transaminase reaction in glutamic acid production. However, our study shows that glutamic acid does not affect pentamidine resistance (S4 Table), inferring that a different mechanism might be responsible for the increase in pentamidine resistance in *A*. *baumannii*.

Iron is an essential metal serving as a co-factor in numerous proteins involved in redox chemistry and electron transport. It is generally a limited resource for pathogenic bacteria such as *A*. *baumannii* where it is important for virulence and disease progression [6, 50]. Our studies showed that altering iron levels also had a marked effect on resistance to pentamidine. This is in agreement with the observation that citric and gluconic acids can act as iron-chelating agents [60, 61] and respiration activity in the presence of these compounds at the pentamidine concentrations tested were significantly altered (S3 Fig). Many clinically relevant antimicrobials have shown to be affected by the presence of iron, including compounds belonging to tetracycline, aminoglycoside and quinolone classes [22]. Activity of these compounds can be altered by numerous factors, including the formation of stable complexes which can affect drug efficacy or have unfavourable effects on patient health. Understanding the metabolic flux in *A*. *baumannii* and other MDR bacteria has the potential to lead to more effective therapeutic interventions thus reducing infection rates, knowledge critical to slow the progress towards our re-entry into a pre-antibiotic era.

## Conclusions

Overall, this is the first study which has demonstrated that the AdeAB system in *A*. *baumannii* ATCC 17978 provides intrinsic resistance to a subset of dicationic compounds, and efflux of these compounds via AdeAB is directly regulated by the AdeRS TCSTS. RNA-seq identified that deletion of *adeRS* produced significant changes in the transcriptome. These results support the notion that strain specific variations are apparent [16]. We have provided evidence that in ATCC 17978, AdeRS is directly responsible for the activation of *adeAB* gene expression, as Δ*adeRS* failed to increase expression upon subjection to one of the pumps newly identified intrinsic substrates, pentamidine. It will be of interest to assess whether these dicationic compounds also extend as substrates towards AdeAB(C) pumps present in other *A*. *baumannii* isolates and if expression levels of *adeAB(C)* upon exposure to these substrates and other potential stressors also occur. This information may help to identify the stimulus that activates the AdeRS TCSTS. We have also demonstrated for the first time that for pentamidine to exert its antibacterial effect in *A*. *baumannii*, a dependence on the availability of iron is required, and that growth in the presence of selected carbon sources has a profound effect on its resistance.

## Supporting information

S1 Fig Validation of RNA-sequencing results. The transcriptomic results obtained by RNA-sequencing were validated by qRT-PCR analysis. The level of nine genes that displayed differential expression or remained essentially unchanged between Δ*adeRS* and WT ATCC 17978 were chosen for comparison. Expression levels for qRT-PCR experiments were corrected to those obtained for *GAPDH* (ACX60_05065) prior to normalisation against WT ATCC 17978 transcriptional levels. Grey and black bars represent values obtained from RNA-seq and qRT-PCR results, respectively. Differential expression between Δ*adeRS* and WT ATCC 17978 are given in Log_2_-values.
(TIF) Click here for additional data file.

S2 Fig Structures of dicationic antimicrobial compounds to which Δ*adeRS*, Δ*adeA*, Δ*adeB* and Δ*adeAB* deletion mutant derivatives showed a decrease in resistance when compared to WT ATCC 17978. Compounds include (a) pentamidine, (b) DAPI and (c) chlorhexidine. For pentamidine and chlorhexidine, the cationic nitrogenous groups are separated by a long carbon chain, forming symmetrical compounds, whereas, DAPI lacks this long linker and is asymmetric.
(TIF) Click here for additional data file.

S3 Fig Comparative analysis of kinetic response curves obtained from Biolog PM plates for Δ*adeRS* cells untreated and subjected to increasing concentrations of pentamidine. Respiration of ATCC 17978 Δ*adeRS* cells in the presence of pentamidine (8, 16, 32, or 64 mg/L) against untreated control cells are shown for (a) Biolog PM01 plates and (b) Biolog PM02A plates. Respiration activity for both plates were monitored in IF-0 (Biolog, Inc.) liquid medium for 72 h at 37°C. The curve in each well represents the colour intensity of a redox-active dye (*y* axis) over time (*x* axis: 72 h). Respiration of Δ*adeRS* cells are shown in red (control), green (under different concentrations of pentamidine), and yellow (depicts the regions of respiratory overlap). Black numbered squares represent carbon sources which decreased resistance to pentamidine (1, D-gluconic acid; 2, citric acid).
(TIF) Click here for additional data file.

S4 Fig Pentamidine resistance is affected by the concentration of iron within the growth medium. **Resistance to pentamidine was assessed by disc diffusion assays in Mueller-Hinton agar (MHA) for ATCC 17978 and** Δ***adeRS*,** Δ***adeA*,** Δ***adeB* and** Δ***adeAB* deletion derivatives.** Zones of clearing were compared to iron rich conditions from the addition of ferrous sulphate (FeSO_4_) at the final concentrations of 2.5 and 5 mM and iron-chelated conditions obtained by the addition of 2’,2’ dipyridyl (DIP) at the final concentrations of 100 and 200 μM in MHA. Images displayed are a representative of the typical results obtained.
(TIF) Click here for additional data file.

S1 Table Strains and plasmids used in the study. (DOCX) Click here for additional data file.

S2 Table Primers used in this study. (DOCX) Click here for additional data file.

S3 Table Genes significantly up- and down-regulated (≥ 2-fold) in Δ*adeRS* compared against the parent ATCC 17978 (CP012004) by RNA-seq methodologies. (DOCX) Click here for additional data file.

S4 Table Zones of clearing obtained from growth on M9 minimal medium with the addition of different carbon sources after exposure to pentamidine. (DOCX) Click here for additional data file.

# Supplementary material for: Resistance to pentamidine is mediated by AdeAB, regulated by AdeRS, and influenced by growth conditions in Acinetobacter baumannii ATCC 17978
**Source:** PLoS One. 2018 May 11;13(5):e0197412. doi: 10.1371/journal.pone.0197412
**Supplement:** S1 Table

**Table S1. Strains and plasmids used in the study**

| Strain or plasmid | Relevant characteristics^a^ | Reference/Source |
| --- | --- | --- |
| *A. baumannii* strains | | |
| ATCC 17978 | Non-international type clone; Meninges isolate | ATCC [[1](#_ENREF_1)] |
| ∆*adeRS* | ATCC 17978 with insertion disruption in *adeRS* | This study |
| ∆*adeAB* | ATCC 17978 with insertion disruption in *adeAB* | This study |
| ∆*adeA* | ATCC 17978 with insertion disruption in *adeA* | This study |
| ∆*adeB* | ATCC 17978 with insertion disruption in *adeB* | This study |
| ∆*adeRS* pWH::*adeRS* | ∆*adeRS* harboring pWH::*adeRS* | This study |
| ∆*adeRS* pWH1266 | ∆*adeRS* harboring pWH1266 | This study |
| ∆*adeRS* pWH::*adeAB* | ∆*adeRS* harboring pWH::*adeAB* | This study |
| ∆*adeRS* pWHgent::*adeAB* | ∆*adeRS* harboring pWHgent::*adeAB* | This study |
| ∆*adeRS* pWHgent | ∆*adeRS* harboring pWHgent | This study |
| ∆*adeA* pWHgent::*adeAB* | ∆*adeA* harboring pWHgent::*adeAB* | This study |
| ∆*adeA* pWHgent | ∆*adeA* harboring pWHgent | This study |
| ∆*adeB* pWHgent::*adeAB* | ∆*adeB* harboring pWHgent::*adeAB* | This study |
| ∆*adeB* pWHgent | ∆*adeB* harboring pWHgent | This study |
| ∆*adeAB* pWHgent::*adeAB* | ∆*adeAB* harboring pWHgent::*adeAB* | This study |
| ∆*adeAB* pWHgent | ∆*adeAB* harboring pWHgent | This study |
| *E. coli* strains | | |
| DH5α | F^–^ Φ80lacZΔM15 Δ(lacZYA-argF) U169 recA1 endA1 hsdR17 (rK^–^, mK^+^) phoA supE44 λ^–^ thi-1 gyrA96 relA1 | [[2](#_ENREF_2)] |
| Plasmids | | |
| pAT04 | TET^R^; pMMB67EH with Rec_Ab_ system | [[3](#_ENREF_3)] |
| pBluescript SK^+^ II | AMP^R^; Cloning vector | [[4](#_ENREF_4)] |
| pBl_-*Bam*HI | AMP^R^; pBluescript SK^+^ II with *Bam*HI restriction site removed via end-filling | This study |
| pBl_*adeRS* | AMP^R^; pBl_-*Bam*HI with *adeRS* flanking regions and ERY resistance cassette cloned via *Xba*I | This study |
| pEX18Tc | TET^R^; *sacB*-based suicide vector | [[5](#_ENREF_5)] |
| pEX_*adeRS* | TET^R^, Ery^R^; pEX18Tc with *adeRS* flanking regions and ERY resistance cassette cloned via *Xba*I | This study |
| pUCGM | GEN^R^; Source of GEN resistance cassette | [[6](#_ENREF_6)] |
| pVA891 | CHL^R^, ERY^R^; Source of ERY resistance cassette | [[7](#_ENREF_7)] |
| pWH1266 | AMP^R^, TET^R^; *Acinetobacter*/ *E. coli* shuttle vector | [[8](#_ENREF_8)] |
| pWHgent | AMP^R^, GEN^R^; pWH1266 with GEN resistance cassette cloned via *Bam*HI | This study |
| pWH::*adeRS* | AMP^R^; pWH1266 with *adeRS* cloned via *Bam*HI and *Sal*I | This study |
| pWH::*adeAB* | AMP^R^; pWH1266 with *adeAB* cloned via *Bam*HI and *Sph*I | This study |
| pWHgent::*adeAB* | AMP^R^, Gent^R^; pWHgent with *adeAB* cloned via *Bam*HI and *Sph*I | This study |

^a^AMP, ampicillin; CHL, chloramphenicol; ERY, erythromycin; GEN, gentamicin; ^R^, resistant; TET, tetracycline

**References for Table S1**

1. Smith MG, Gianoulis TA, Pukatzki S, Mekalanos JJ, Ornston LN, Gerstein M, et al. New insights into *Acinetobacter baumannii* pathogenesis revealed by high-density pyrosequencing and transposon mutagenesis. Genes Dev. 2007;21(5):601-14.

2. Hanahan D. Studies on transformation of *Escherichia coli* with plasmids. J Mol Biol. 1983;166(4):557-80.

3. Tucker AT, Nowicki EM, Boll JM, Knauf GA, Burdis NC, Trent MS, et al. Defining gene-phenotype relationships in *Acinetobacter baumannii* through one-step chromosomal gene inactivation. MBio. 2014;5(4):e01313-14.

4. Alting-Mees MA, Short JM. pBluescript II: gene mapping vectors. Nucleic Acids Res. 1989;17(22):9494.

5. Hoang TT, Karkhoff-Schweizer RR, Kutchma AJ, Schweizer HP. A broad-host-range Flp-FRT recombination system for site-specific excision of chromosomally-located DNA sequences: application for isolation of unmarked *Pseudomonas aeruginosa* mutants. Gene. 1998;212(1):77-86.

6. Schweizer HD. Small broad-host-range gentamycin resistance gene cassettes for site-specific insertion and deletion mutagenesis. Biotechniques. 1993;15(5):831-4.

7. Macrina FL, Evans RP, Tobian JA, Hartley DL, Clewell DB, Jones KR. Novel shuttle plasmid vehicles for *Escherichia*-*Streptococcus* transgeneric cloning. Gene. 1983;25(1):145-50.

8. Hunger M, Schmucker R, Kishan V, Hillen W. Analysis and nucleotide sequence of an origin of DNA replication in *Acinetobacter calcoaceticus* and its use for *Escherichia coli* shuttle plasmids. Gene. 1990;87(1):45-51.

# Supplementary material for: Resistance to pentamidine is mediated by AdeAB, regulated by AdeRS, and influenced by growth conditions in Acinetobacter baumannii ATCC 17978
**Source:** PLoS One. 2018 May 11;13(5):e0197412. doi: 10.1371/journal.pone.0197412
**Supplement:** S2 Table

**Table S2 Primers used in this study**

^a^Underlined nucleotide bases identify incorporated restriction sites: TCTAGA, *Xba*I; GGATTC, *Bam*HI; GTCGAC, *Sal*I; GCATGC, *Sph*I

^b^Primers used for multiple functions

^c^Primers used to amplify genes used as controls/references for qRT-PCR experiments

# Supplementary material for: Resistance to pentamidine is mediated by AdeAB, regulated by AdeRS, and influenced by growth conditions in Acinetobacter baumannii ATCC 17978
**Source:** PLoS One. 2018 May 11;13(5):e0197412. doi: 10.1371/journal.pone.0197412
**Supplement:** S3 Table

**Table S3.** **Genes significantly up- and down-regulated (≥ 2-fold) in ∆*adeRS* compared against the parent ATCC 17978 (CP012004) by RNA-seq methodologies.**

# Supplementary material for: Resistance to pentamidine is mediated by AdeAB, regulated by AdeRS, and influenced by growth conditions in Acinetobacter baumannii ATCC 17978
**Source:** PLoS One. 2018 May 11;13(5):e0197412. doi: 10.1371/journal.pone.0197412
**Supplement:** S4 Table

**Table S4. Zones of clearing obtained from growth on M9 minimal medium with the addition of different carbon sources after exposure to pentamidine**

| **Zone of clearing (mm)^ab^** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Strain** | **WT** | **∆*adeRS*** | **∆*adeAB*** | **∆*adeA*** | **∆*adeB*** |
| **M9 Minimal Medium** |  |  |  |  |  |
| + glucose | 1.8 ± 0.2 | 5.2 ± 0.1 | 5.8 ± 0.4 | 6.2 ± 0.6 | 6.9 ± 0.3 |
| + citric acid | 2.7 ± 0.8 | 5.4 ± 0.8 | 5.1 ± 0.4 | 5.1 ± 0.5 | 6.0 ± 0.2 |
| + isocitric acid | 1.2 ± 0.3 | 5.7 ± 0.1 | ND^c^ | ND | ND |
| + α-ketoglutaric acid | 0 ± 0 | 0 ± 0 | 0 ± 0 | 0 ± 0 | 0 ± 0 |
| + succinic acid | 0 ± 0 | 0 ± 0 | 0 ± 0 | 0 ± 0 | 0 ± 0 |
| + fumaric acid | 0 ± 0 | 0 ± 0 | 0 ± 0 | 0 ± 0 | 0 ± 0 |
| + malic acid | 0.9 ± 0.4 | 5.4 ± 0.5 | ND | ND | ND |
| + oxaloacetic acid | 1.2 ± 0.3 | 1.6 ± 0.5 | 1.7 ± 0.5 | 1.6 ± 0.6 | 1.7 ± 0.5 |
| + pyruvic acid | 1.3 ± 0.1 | 4.4 ± 1.3 | ND | ND | ND |
| + glutamic acid | 1.1 ± 0.2 | 5.4 ± 0.2 | ND | ND | ND |

^a^Zones of clearing determined on M9 minimal medium with each carbon source used at a final concentration of 0.4 %. Pentamidine (125 µg) was deposited onto a paper disc (5 mm diameter) and zones of growth inhibition determined after overnight incubation at 37 °C

^b^Average dimension of inhibition zones was determined by obtaining the diameter from the edge of bacterial growth to the disc (mm), ± represents standard deviation values determined from averages obtained from at least three independent experiments undertaken in duplicate

**^c^**ND, not done

How the deposited data were processed for this re-analysis (not part of the article)

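RNA-seq of WT *A*. *baumannii* and its Δ*adeRS* derivative was analysed from 1 library per strain, each made from RNA of 3 pooled cultures. Cultures were grown at 37°C to an OD600 of 0.6, ribosomal RNA was depleted, and single reads of 50 nt were sequenced. The authors mapped the reads to the re-sequenced genome and deposited the raw counts of reads per locus tag, without normalization. The authors also deposited RPKM values, the counts scaled to the length of the gene and to the total of counted reads. The text of the paper refers to earlier work for the aligner and the counting, so how reads that match several loci were assigned is not known here. Such reads would affect genes with identical copies, and 100 loci fell into 35 groups with identical counts and length.

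The counts summed to 9741518 for WT and 9244603 for Δ*adeRS*. Dividing counts by RPKM gave whole-number gene lengths for a total 3 reads above each of these sums, so the RPKM values were scaled by the counted reads. Lengths recovered in this way ranged from 72 to 10193 nt. They are the lengths that the RPKM values imply and were not checked against an annotation, so they may differ slightly from annotated lengths. No genome or annotation was used here, so genes are given by locus tag, and names are taken from the text of the paper, S2 Table and S3 Table. At this depth, 3 counts correspond to an RPKM of 0.308 in WT and 0.325 in Δ*adeRS* for a gene of 1 kb. Counts of sequenced reads are not independent molecules, so all intervals cover counting error only.

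The main value of each gene is the log2 ratio of the deposited RPKM values, Δ*adeRS* over WT, with no pseudocount and no filter. A gene was counted as changed at a log2 ratio of 1 or more, or -1 or less. With 1 library per strain there is no replicate check, so no p-value was computed across genes or strains. The 95% interval of a ratio comes from the exact (Clopper-Pearson) binomial interval of the share of both counts that belongs to Δ*adeRS*, and that of an RPKM from the share of all counts. For a cluster, the median log2 ratio was set beside 10000 random gene lists matched on mean RPKM in 10 bins, and beside 10000 random runs of neighbouring genes. The 95% interval of such a median comes from 10000 binomial redraws of how the reads of each gene divide between the libraries.

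Apart from the genes around *adeAB* and *adeRS* and the runs of neighbouring genes reported at the end, genes named in the text were chosen by a rule set before the data were examined. They are the genes that the paper names for this experiment in its text, Fig 1 or the qRT-PCR primers, the extremes of the *csu*, acinetobactin and siderophore 1 ranges, and the 5 genes with the highest and the 5 with the lowest log2 ratio. Labels of Fig 1 that carry no gene symbol or locus tag were not matched to genes.

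Alternatives set before the data were examined were centring on the median gene, TMM factors from edgeR 4.0.16 on the deposited counts (0.939 for WT and 1.06 for Δ*adeRS*), pseudocounts of 1 and 0.1, and scaling without the tRNA genes that S3 Table lists. For the number of changed genes there were also filters on mean RPKM and on 10 counts, identical loci counted once, rounding before the threshold, and a counting interval wholly beyond 1.5-fold. A lowess correction of the log2 ratios for gene length (fraction 0.3) was added after seeing the data. The calculations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and R 4.3.3, and figures with matplotlib 3.10.9. They were tested on simulated data in which 200 genes were changed 4-fold. Of these, 99.5% were recovered at 2-fold, and 24 unchanged genes passed 2-fold by counting error. After the simulated ratios were shifted by the median log2 ratio of the unchanged genes, 95.1% of the intervals covered them. The simulated counts had counting error only, so this does not test the scaling to total counts or the spread between cultures. The pentamidine, Biolog, susceptibility and qRT-PCR experiments were not analysed here.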

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

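Runs of at least 3 neighbouring genes that all changed at least 2-fold in the same direction, each with a counting interval that excludes no change, were sought outside the genes that the text of the paper discusses. There were 11 such runs, 6 higher and 5 lower in Δ*adeRS*, and identical copies were counted once. All tests in this part were chosen after the runs were seen. By design the strains differ in *adeRS*, which is replaced by an ERY resistance cassette in Δ*adeRS*. The paper does not rule out that some changes in expression followed from the slight rise of *adeAB*. Loss of AdeRS, the inserted cassette and the rise of *adeAB* cannot be separated with these 2 strains. With 1 library per strain, none of them can be told apart from a difference between the cultures or the library preparations. A smooth curve of the log2 ratio on gene length over all genes, which includes the overall shift of the ratios, was set beside each run, and taking it away is the correction named below.

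For the 5 runs that were lower in Δ*adeRS*, the question was whether the curve lay below 0 at the lengths of their genes. From ACX60_17945 to ACX60_17955, annotated with alkanesulphonate use and transport, the median log2 ratio was -1.80 and the median of the curve 0.14. From ACX60_11675 to ACX60_11685, which include type VI secretion proteins, they were -1.53 and 0.17. From ACX60_06700 to ACX60_06710, the ribosomal proteins L9, S18 and S6, they were -1.31 and 0.36. From ACX60_09235 to ACX60_09250, which include transferase and fatty acid transport genes, they were -1.23 and 0.14. From ACX60_00335 to ACX60_00345 (glyoxalase, maleylacetoacetate isomerase and fumarylacetoacetase) they were -1.23 and 0.20. The curve was above 0 at all 5 runs. However, the median log2 ratio was above 0 in each of 10 groups of genes divided by length, from 0.06 to 0.57. A run of any length would have given this outcome, and the sign was known when the test was chosen. The test therefore shows only that gene length and scaling, as this curve estimates them, raise these ratios.

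Of the 6 runs that were higher in Δ*adeRS*, 1 stayed more than 2-fold higher. This is ACX60_17005 to ACX60_17020 (sulphate transporter, universal stress protein and hypothetical proteins), with a median log2 ratio of 1.78, and 1.498 after the correction. It holds the qRT-PCR gene ACX60_17010. All 4 genes have an identical copy elsewhere, so the counts could include reads assigned to both copies, which the counts alone cannot resolve. The other 5 runs came below 2-fold. The median log2 ratio was 1.30 and then 0.96 from ACX60_07685 to ACX60_07695, 1.26 and then 0.78 from ACX60_10155 to ACX60_10175, and 1.17 and then 0.93 from ACX60_18220 to ACX60_18235. It was 1.09 and then 0.81 from ACX60_02940 to ACX60_02950, and 1.08 and then 0.82 from ACX60_12955 to ACX60_12965. The curve was above 0 at these genes, so taking it away lowers any rise whatever its cause. Gene length and scaling may account for part of the rise past 2-fold in these 5 runs, but this test cannot decide it. Centring on the median gene alone gave 1.11 for the run from ACX60_07685 and 1.07 for that from ACX60_10155. It gave 0.99 for the run from ACX60_18220, 0.91 for that from ACX60_02940 and 0.89 for that from ACX60_12955.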

How the results depend on the processing

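No paired analysis was possible because each strain has 1 library, and for the same reason no replicate was left out. The alternatives were set before the data were examined, except the correction for gene length, which was chosen after seeing the data. Of 180 recomputed log2 ratios of named genes and clusters, 3 took another sign, all of them of ACX60_07895. The median log2 ratio of the acinetobactin cluster stayed within its counting interval, -2.31 to -1.89, under the scalings, the pseudocounts and the centred length correction. That of the *csu* operon (interval -1.26 to -1.03) moved to -1.31 when centred on the median gene, -1.30 with TMM factors and -1.30 after the length correction, and that of the siderophore 1 cluster (interval -1.28 to -1.03) to -1.29, -1.28 and -1.30, all of them further from no change and the TMM value of siderophore 1 at the edge of its interval. Centring on the median gene and TMM factors each shift every log2 ratio by the same amount. Under these 2 settings, whether a median or a single ratio leaves its counting interval therefore depends on the width of that interval. It does not show that one cluster is steadier than another. The cause of the changes below was not tested except where stated.

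The number of genes changed at least 2-fold, 288, stayed between 193 and 295 under the other settings but rose to 436 when the threshold was a counting interval wholly beyond 1.5-fold. The split by direction moved more. Up-regulated genes numbered 209 with the values as deposited, 104 when centred on the median gene, 107 with TMM factors, 59 after the length correction and 120 after the length correction with the median kept. Down-regulated genes numbered 79 with the values as deposited, 135 when centred on the median gene, 134 with TMM factors, 144 after the length correction and 86 after the length correction with the median kept. They numbered 49 among genes above the 25th percentile of mean RPKM and 137 with the interval beyond 1.5-fold.

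Centred on the median gene, the log2 ratio was 2.64 for *craA*, 0.33 for *adeB*, 1.06 for *fur*, 1.75 for ACX60_17010, 1.16 for ACX60_15380, -1.60 for ACX60_14705, 0.97 for ACX60_11550, -0.15 for ACX60_07895, -1.22 for *csuC* and -1.85 for *csuA/B*. With TMM factors these were 2.65, 0.34, 1.06, 1.76, 1.17, -1.60, 0.98, -0.14, -1.21 and -1.84 in the same order. After the centred length correction, *fur* was at 0.91, ACX60_17010 at 1.80, ACX60_15380 at 1.11 and ACX60_14705 at -1.56. ACX60_11550 was at 0.83, ACX60_07895 at -0.15, *csuC* at -1.17 and *csuA/B* at -1.93. Of 78 other recomputed ratios of single genes, 9 left their counting interval.

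Among random runs of neighbouring genes, 0.68% had a median as low as the *csu* operon, 0.09% as low as the acinetobactin cluster and 0.51% as low as the siderophore 1 cluster, against 0% of the lists matched on mean RPKM. The clusters were singled out by the paper from these same libraries, so these shares are not a test. The rank of *adeA* moved from 13.1% of the genes to 24.4% in the mutant library and to 18.8% by counts, and that of *adeB* from 20.8% to 24.6% and 48.6%. No gene was at 0 in either library, so leaving out such genes changed nothing. Depth limited the genes with few reads. Of the 290 genes in S3 Table, 24 had a counting interval that included no change.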

Differences from the paper's values

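For the acinetobactin cluster, the largest fall was 14.5-fold, against the paper's 7.7-fold. S3 Table lists a log2 fold change of -3.86 for this gene (ACX60_05645), the same as here. The difference is therefore with the fold change in the text of the paper, not with its log2 value. None of the alternatives set before the data were examined closed the gap. The nearest, a pseudocount of 1, gave 12.3-fold. The others gave 16.5-fold both centred on the median gene and with TMM factors, 14.3-fold with a pseudocount of 0.1 and 14.4-fold without the tRNA genes of S3 Table.

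For the siderophore 1 cluster, the smallest fall was 1.09-fold, against the paper's 0.3-fold. None of the alternatives set before the data were examined closed the gap. The fall was 1.24-fold both centred on the median gene and with TMM factors, 1.09-fold with a pseudocount of 1 or 0.1, and 1.08-fold without the tRNA genes. The largest fall in this cluster was 6.40-fold (95% interval 5.68 to 7.24), against the paper's 5.4-fold. The paper's value lies outside the counting interval although the values are less than 1.5-fold apart. For this gene (ACX60_09665), S3 Table lists the same log2 value as found here, -2.68.

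The paper's counts of 290 changed, 210 up-regulated and 80 down-regulated genes were 288, 209 and 79 here, and were reached when the log2 ratios were rounded to 2 decimals before the threshold.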

Other observations

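Of the tests in this part, those on the arithmetic of the fold changes, on identical copies in the length trend and with the corrections for gene length were chosen only after the result was seen, the length trend itself had been seen before its other tests were chosen, and that centring could not decide its test was judged after its value was seen.

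More genes were higher than lower in Δ*adeRS* at 2-fold, 209 against 79. Among genes longer than the median length the ratio of up-regulated to down-regulated genes was 0.571, so gene length remains a candidate explanation of the excess. After a correction for gene length, 120 genes were higher and 86 lower with the median ratio kept, a median that short genes help to set, and 59 higher and 144 lower with the ratios centred as well. How much of the excess gene length accounts for therefore depends on where the ratios are centred. With the ratios centred on the median gene the ratio of up-regulated to down-regulated genes was 0.770, but centring lowers every ratio and so lowers this value whatever the cause. The excess cannot be told apart from an effect of scaling to total counts. Low counts and identical copies do not account for it, since the ratio was 3.07 among genes with a mean count above the median and 2.35 with identical loci counted once. An even background, such as DNA in the Δ*adeRS* library, would add about the same RPKM to every gene. However, 46.7% of genes in Δ*adeRS* had an RPKM below the median gain of the up-regulated genes, 73.9. This argues only against an even background as large as that gain. A smaller background, which could still raise weakly expressed genes past 2-fold, was not tested. Whether the excess has a biological part cannot be told from 1 library per strain.

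The log2 ratios fell with gene length. In 1365 pairs of neighbouring genes that differ at least 2-fold in length, the shorter gene had the higher ratio in 63.6% of pairs, against a 95th percentile of 52.2% for random assignment that treats the pairs as independent. This is in line with a difference between the libraries in the size selection of RNA or fragments, which may have raised short genes in Δ*adeRS*, but any other cause that acts on length gives the same outcome. Over all loci, the median log2 ratio of genes up to the 25th percentile of length was 0.36 above that of genes from the 75th. Among genes above the 75th percentile of mean counts this difference was 0.28. Fewer counts on short genes therefore do not account for all of the trend. With identical loci counted once the difference was 0.35, against the 0.36 over all loci. A biological difference in short genes cannot be told apart from a difference in library preparation.

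Along the order of locus tags, the medians of 20 bins of genes spanned 0.38 on the log2 scale, above the 95th percentile of 0.28 in 1000 orders with blocks of 10 genes shuffled. After the medians of genes with similar RPKM and length were taken away, the span of 0.24 was larger than in 92.1% of shuffled orders, under the 95% set for the test. Much of the span remained, so the test does not show that low counts and short genes in some stretches account for the variation. No biological explanation was tested.

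The fold changes that the paper gives for the siderophore clusters were set beside 2 times the log2 ratio, in place of 2 to the power of it. For the largest falls this gave 7.72 in the acinetobactin cluster and 5.36 in the siderophore 1 cluster, and for the smallest fall in the siderophore 1 cluster 0.25, which round to the paper's 7.7, 5.4 and 0.3. For the smallest fall in the acinetobactin cluster it gave 0.77, against the paper's 1.1. The first 3 values are consistent with a doubled log2 ratio and the last is not.

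Reads remained on the deleted genes, with 54 counts on *adeR* (ACX60_09120) and 64 on *adeS* (ACX60_09115) in Δ*adeRS*. No explanation was tested for them.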
